# Metformin selectively dampens the acute inflammatory response through an AMPK-dependent mechanism

**DOI:** 10.1038/s41598-021-97441-x

**Published:** 2021-09-21

**Authors:** Thomas S. Postler, Vincent Peng, Dev M. Bhatt, Sankar Ghosh

**Keywords:** Endocrine system and metabolic diseases, Immunological disorders, Metabolic disorders

## Abstract

Metformin is a first-line drug in the treatment of type-2 diabetes mellitus (T2DM). In addition to its antigluconeogenic and insulin-sensitizing properties, metformin has emerged as a potent inhibitor of the chronic inflammatory response of macrophages. In particular, metformin treatment has been shown to reduce expression of interleukin (IL-) 1β during long-term exposure to the pro-inflammatory stimulus lipopolysaccharide (LPS) through a reduction in reactive oxygen species (ROS), which decreases the levels of the hypoxia-inducible factor (HIF) 1-α, and through enhanced expression of IL-10. However, the effect of metformin on the acute inflammatory response, before significant levels of ROS accumulate in the cell, has not been explored. Here, we show that metformin alters the acute inflammatory response through its activation of AMP-activated protein kinase (AMPK), but independently of HIF1-α and IL-10, in primary macrophages and two macrophage-like cell lines. Thus, metformin changes the acute and the chronic inflammatory response through fundamentally distinct mechanisms. Furthermore, RNA-seq analysis reveals that metformin pretreatment affects the levels of a large yet selective subset of inflammatory genes, dampening the response to short-term LPS exposure and affecting a wide range of pathways and biological functions. Taken together, these findings reveal an unexpected complexity in the anti-inflammatory properties of this widely used drug.

## Introduction

The global prevalence of diabetes has nearly doubled since 1980, reaching 8.5% in 2014. The majority of these 422 million patients suffer from type-2 diabetes mellitus (T2DM), which is the primary driver of the continuing increase in diabetes prevalence^1^. T2DM is characterized by hyperglycemia resulting from progressive insulin resistance and dysfunction of pancreatic β cells. Additionally, T2DM is associated with low-level, systemic inflammation, and these inflammatory processes contribute to T2DM pathogenesis^2,3^. In particular, the cytokine interleukin (IL)-1β has been shown to be an important contributor to the inflammatory component of T2DM^4,5^. Specifically, IL-1β directly reduces the sensitivity of adipocytes to insulin and induces the death of pancreatic β cells^6–10^. Consistent with these observations, inhibition of IL-1β signaling has exhibited protective effects in mouse models of T2DM and in patients^11–13^. Multiple cell types are believed to contribute to the release of IL-1β and other pro-inflammatory cytokines in T2DM patients, most notably macrophages associated with white adipose tissue^14,15^.

Secretion of IL-1β is tightly regulated by two separate mechanisms: transcription (priming) and proteolytic processing of a precursor protein by the inflammasome^16^. Pro-inflammatory stimuli chronically present in the tissue of T2DM patients, such as free fatty acids and the bacterial cell-wall component lipopolysaccharide (LPS), induce transcription of *Il1b* and other cytokine-encoding genes^17,18^. This results in synthesis of the inactive form pro-IL-1β, which must then be cleaved by caspase-1 after inflammasome activation to yield the active, secreted IL-1β molecule^16^. The NLRP3 inflammasome in particular has been shown to be activated by a variety of stimuli present during T2DM, including islet amyloid peptide, fatty acids and ceramide^19–23^. Previous studies exploring the relationship between LPS and IL-1β expression in macrophages found that prolonged LPS exposure results in an accumulation of succinate in mitochondria and elevated mitochondrial membrane potential, which together drive increased production of reactive oxygen species (ROS). This increase in ROS stabilizes hypoxia-inducible factor (HIF) 1-α, which directly enhances transcription of *Il1b*^24–26^.

Decades after its use became widespread in the 1990s, metformin is still the typical first choice for initial treatment of newly diagnosed T2DM and is commonly included in subsequent long-term combination regimens as well. This success is based on metformin’s efficacy at lowering blood glucose, but also on its favorable safety profile and comparatively low cost^27,28^. Primarily, metformin treatment inhibits hepatic gluconeogenesis and sensitizes peripheral tissues to insulin. Furthermore, it has been reported to contribute to long-term weight loss and may exhibit modest cardioprotective effects, along with a plethora of other advantageous properties^27,29–40^.

Despite widespread use and significant research interest, the molecular mechanisms by which metformin mediates all these effects remain incompletely understood^27^. However, one well-established mode of metformin action is the inhibition of NADH:ubiquinone oxidoreductase, also known as mitochondrial complex I of the respiratory chain^41–43^. This inhibition results in two major, independent metabolic changes: (i) a decrease in ATP production, leading to increased intracellular AMP levels and thus activation of AMP-activated protein kinase (AMPK); and (ii) a selective decrease in reverse electron flux at complex I resulting in reduced mitochondrial ROS production^24,39,44–47^. Intriguingly, this second property has been shown to reduce *Il1b* transcript levels during chronic exposure to LPS, opening up the possibility that the systemic benefits of metformin treatment may be enhanced by its anti-inflammatory properties^24^.

While the effects of metformin on the later stages of the inflammatory response are well characterized, relatively little is known about whether and how the drug modulates the early phase, before significant levels of ROS are generated. We therefore endeavored to investigate whether metformin alters *Il1b* transcript levels during the acute LPS response in macrophages. Metformin pretreatment did indeed reduce *Il1b* at only 2 h of LPS stimulation. However, unlike what has been observed during chronic LPS stimulation, this effect was mediated by AMPK activation and did not require the upregulation of *Il10* or stabilization of HIF1-α. Beyond *Il1b*, metformin had a profound effect on the expression of a large but selective subset of inflammatory genes. Among the metformin-sensitive genes, expression of those upregulated by LPS was mostly inhibited by metformin, while expression of those downregulated by LPS was mostly enhanced, thus dampening the acute LPS response overall. The anti-inflammatory properties of metformin are therefore more complex than previously thought, and mediated by distinct mechanisms during the acute and the chronic LPS response.

## Results

### During the acute LPS response, metformin reduces transcript levels of *Il1b* independently of IL-10, HIF1-α, and NF-κB

To ascertain whether metformin affects the acute inflammatory response, we began by determining the transcript levels of *Il1b* in primary bone-marrow-derived macrophages (BMDMs). Cells were pretreated with metformin for 6 h, to mimic the long-term treatment typical for T2DM patients, and then exposed to LPS for 2 h. Indeed, metformin pretreatment significantly reduced *Il1b* levels even with such short LPS stimulation (Fig. 1a). This effect was dose-dependent across a range of concentrations typically used to interrogate metformin in cell culture (Supplementary Fig. S1a)^24,39,48^. Metformin has been reported to reduce transcript levels of *Il1b* during chronic LPS stimulation as well, an effect that was found to depend on the metformin-induced increase in *Il10* transcript levels observed at later time points^24^. Surprisingly, however, *Il10* was downregulated during short-term LPS stimulation subsequent to metformin pretreatment (Fig. 1b). This first implied that metformin might reduce the transcript levels of *Il1b* during the acute LPS response through a different mechanism than during chronic LPS exposure. Metformin did not inhibit the LPS response globally, as *Ifnb1* and *Tnf* were upregulated, while *Il6* remained unchanged (Fig. 1c–e). These observations were recapitulated in the macrophage-like cell line J774 with the exception of *Il6*, which exhibited a modest but statistically significant increase of transcript levels in these cells (Supplementary Fig. S1b–e). Thus, metformin reduces *Il1b* transcript levels during the acute LPS response independently of an increase in *Il10* transcript levels.

**Figure 1:**
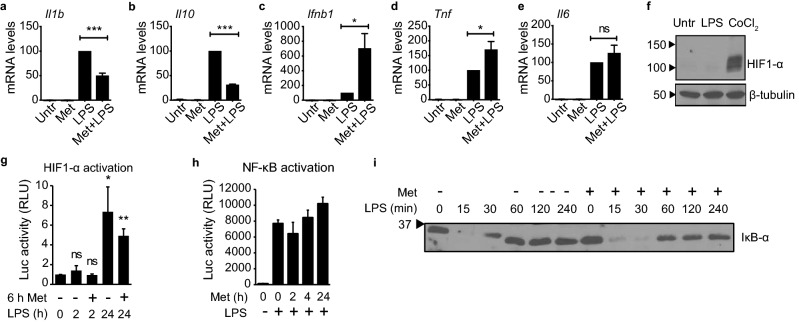
Metformin alters *Il1b* transcript levels during the acute LPS response independently of IL-10, HIF1-α, and NF-κB. (**a–e**) RT-qPCR with RNA from primary BMDMs, quantifying the indicated genes. Cells were pretreated with 3 mM metformin for 6 h, followed by stimulation with 100 ng/ml LPS for 2 h (Met + LPS). Controls were either left untreated (Untr), treated with metformin but not stimulated (Met), or stimulated with 100 ng/ml LPS for 2 h in the absence of metformin pretreatment (LPS). *Tubb5* served as reference gene. Error bars indicate standard error of 5 independent experiments. (**f**) Western blot of lysates from J774 cells treated with 100 ng/ml LPS for 2 h or with 100 μM CoCl_2_ for 4 h, probing for HIF1-α and β-tubulin. Black arrows indicate molecular weight in kDa. Images were cropped. See Supplementary Fig. S1f,g for full lanes. (**g,h**) Luciferase assay with RAW 264.7 cells (**g**) transiently transfected with the pGL2-HRE-Luc HIF1-α-dependent luciferase reporter construct or (**h**) stably transfected with the pBIIx-Luc NF-κB-dependent luciferase reporter construct. Cells were (**g**) pretreated or not with 5 mM metformin (Met) for 6 h and then stimulated with 100 ng/ml LPS for the indicated times up to 24 h, or (**h**) pretreated with 1 mM metformin (Met) for the indicated times up to 24 h and then stimulated or not with 100 ng/ml LPS for 2 h. Luc, luciferase; RLU, relative luminescence units. Error bars indicate standard deviation of (**g**) 5 or (**h**) 3 independent experiments. (**i**) Western blot analysis of IκB-α in lysates of J774 macrophages. Cells were treated with 10 mM metformin for 30 min and stimulated with 100 ng/ml LPS for up to 4 h. Protein concentrations in lysates were quantified and equivalent amounts loaded in each lane. Black arrow indicates molecular weight in kDa. Image was cropped. See Supplementary Fig. S1h for uncropped lanes. p-values: ***p < 0.001; **p < 0.01; *p < 0.05; *ns* not significant.

Next, we investigated the role of HIF1-α in this phenomenon. HIF1-α has been shown to bind directly to the *Il1b* promoter and enhance transcription in macrophages during chronic LPS exposure^25,26^. This is mediated by LPS-induced production of ROS, which stabilizes HIF1-α protein levels. As metformin inhibits ROS production, metformin might affect *Il1b* transcript levels by preventing ROS-mediated HIF1-α stabilization^24^. Indeed, a recent study found that metformin treatment results in a reduction of HIF1-α protein in human gall-bladder cancer GBC-SD cells^49^. We therefore tested whether short-term LPS exposure was sufficient to stabilize HIF1-α. After 2 h of LPS stimulation, no change in HIF1-α levels was detectable compared to untreated cells, while treatment with the HIF1-α inducer CoCl_2_ resulted in a strong increase (Fig. 1f, Supplementary Fig. S1f,g). To measure HIF1-α-dependent transcription more directly, we transiently transfected macrophage-like RAW 264.7 cells with a luciferase expression construct under control of the Hypoxia Response Element (HRE). Stimulation with LPS for 24 h resulted in robust HIF1-α-driven luciferase activity in this system, which was markedly reduced in cells pretreated with metformin. Exposure to LPS for 2 h, however, did not increase luciferase levels significantly, further corroborating that HIF1-α does not contribute meaningfully to the acute LPS response (Fig. 1g). This is consistent with the observation by Tannahill et al*.* that HIF1-α does not bind to the promoter of *Il1b* after 2 h of LPS stimulation, but does so only after 4 h and later^26^. These results indicate that the effect of metformin on transcript levels during the acute LPS response is not mediated by HIF1-α, but instead through a mechanism that is distinct from what has been reported for chronic LPS exposure.

The NF-κB family of transcription factors comprises central regulators of the inflammatory response^50–52^. Accordingly, many LPS-responsive genes are known NF-κB target genes, including *Il1b*, *Il10*, *Ifnb1*, *Tnf*, and *Il6*^53–60^. As some of these NF-κB-dependent genes were downregulated by metformin pretreatment while others were upregulated or unaffected, NF-κB activation itself is unlikely to be altered by metformin (Fig. 1a-e and Supplementary Fig. S1b–e). To test this prediction, we pretreated RAW 264.7-derived NF-κB reporter cells with metformin for up to 24 h and determined the level of NF-κB activation after 2 h of LPS stimulation. Metformin pretreatment did not affect NF-κB activation at any of the examined time points (Fig. 1h). We further assessed the effect of metformin pretreatment on the protein levels of IκB-α, a primary inhibitor of NF-κB activation whose expression is directly controlled by NF-κB. LPS stimulation is known to result in rapid degradation of IκB-α, followed by an accumulation of newly synthesized protein to form a negative feedback loop^61–68^. Metformin pretreatment did not significantly alter the degradation kinetics of IκB-α during short-term LPS exposure up to 4 h, confirming that the signaling cascade resulting in NF-κB activation was unaffected (Fig. 1i, Supplementary Fig. S1h). Only a slight decrease in the amount of newly synthesized IκB-α protein was noted at later time points. These minor effects cannot account for the more dramatic and antipodal changes in the transcript levels of the examined NF-κB-dependent genes. Consequently, these results establish that metformin does not act by directly blocking NF-κB activation.

### Metformin alters transcript levels during the acute LPS response by activating AMPK

As no changes in the protein level or transcriptional activity of HIF1-α could be detected after 2 h of LPS stimulation, it is unlikely that HIF1-α mediates the effect of metformin on *Il1b* transcript levels during the acute LPS response. We therefore examined whether AMPK activation, the other main effect of metformin treatment, might be responsible for the observed phenotype. We used siRNA to knock down expression of *Prkaa1*, the gene encoding the only catalytic AMPK subunit expressed in macrophages (Fig. 2a, Supplementary Fig. S1i)^69–72^. Strikingly, this reduction of AMPKα levels was sufficient to counteract the effect of metformin pretreatment on *Il1b* and *Il10* expression during short-term LPS stimulation of RAW 264.7 cells (Fig. 2b,c). To validate the involvement of AMPK further, we treated cells simultaneously with metformin and the selective AMPK inhibitor dorsomorphin, also known as compound C. As expected, treatment with metformin led to a dose-dependent increase in AMPKα phosphorylation at Thr172, a marker of AMPK activation, which was abrogated by dorsomorphin (Fig. 2d, Supplementary Fig. S1j,k). Similar to the knockdown of *Prkaa1*, dorsomorphin reversed the reduction of *Il1b* transcript levels by metformin (Fig. 2e). Conversely, transcript levels of the metformin-upregulated genes *Ifnb1* and *Tnf* were significantly decreased (Supplementary Fig. S1l,m). These data demonstrate that metformin alters the acute LPS response at least partly through activation of AMPK. As AMPK has been shown to be fully dispensable for metformin-mediated downregulation of *Il1b* during chronic LPS exposure, this finding further corroborates that metformin alters the acute and the chronic LPS response through distinct mechanisms (Fig. 2f)^24^.

**Figure 2:**
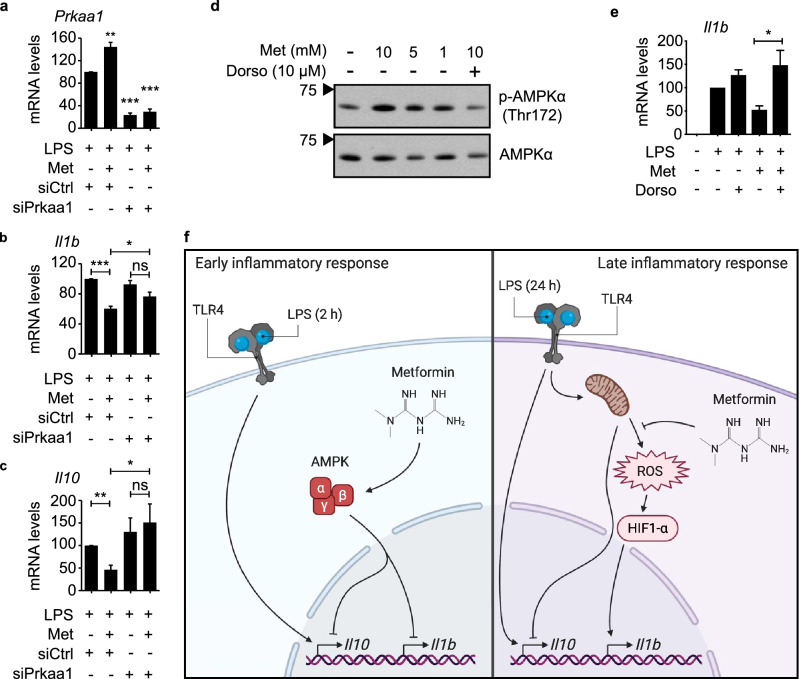
Metformin alters transcript levels during the acute LPS response by activating AMPK. (**a–c**) RT-qPCR with RNA from RAW 264.7 cells, quantifying expression of the indicated genes. Cells were transfected with siRNA targeting *Prkaa1* (siPrkaa1) or a control siRNA (siCtrl), pretreated or not with 5 mM metformin (Met) for 6 h, and stimulated with 100 ng/ml LPS for 2 h. *Rplp0* served as reference gene. (**d**) Western blot of lysates from primary BMDMs treated with metformin (Met) and dorsomorphin (Dorso) for 6 h, probing for phospho-AMPKα (Thr172) and total AMPKα. Black arrows indicate molecular weight in kDa. Images were cropped. See Supplementary Fig. S1j,k for full lanes. (**e**) RT-qPCR with RNA from J774 cells, quantifying expression of *Il1b*. Cells were pretreated with 5 mM metformin (Met) and/or 10 μM dorsomorphin (Dorso) for 6 h, followed by stimulation with 100 ng/ml LPS for 2 h. *Tubb5* served as reference gene. (**f**) Model of the mechanism through which metformin affects the inflammatory response of macrophages. During the early phase, metformin reduces the transcription of *Il1b* and *Il10* by activating AMPK (left panel). During the late phase, metformin reduces the production of ROS by mitochondria, which limits protein levels of HIF1-α and results in decreased expression of *Il1b*, whereas expression of *Il10* is enhanced (right panel). p-values: ***p < 0.001; **p < 0.01; *p < 0.05; *ns* not significant. Error bars indicate standard error of 5 independent experiments.

### Metformin dampens the acute LPS response broadly yet selectively

Next, we used RNA-seq analysis to assess the global effect of metformin on the acute LPS response in macrophages (Fig. 3, Supplementary Fig. S2). 

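BMDMs are macrophages grown in culture from the bone marrow of mice, and LPS is a component of the outer membrane of Gram-negative bacteria that they sense through the receptor TLR4. The data comprise 6 RNA-seq libraries in 3 groups of 2, which are replicates A and B of untreated BMDMs, of BMDMs given LPS (100 ng/ml) for 2 h, and of BMDMs that received metformin (5 mM) for 6 h and then the same LPS stimulation (Met + LPS). The design has no group that received metformin without LPS. The authors enriched poly-A RNA, aligned the reads to the mouse genome GRCm38 with STAR, counted them per gene with featureCounts and deposited the values as TPM, a unit in which the counts are divided by gene length and scaled to the same total in every library. The files list 54532 genes. Multiplied by the exon length of each gene, between 96.8% and 97.0% of the TPM values above 0 in a library were whole multiples of a common step. Taking that step as 1 read, the reads on genes were 26893180 and 25457016 in the untreated libraries, 26668236 and 25489169 in the LPS libraries and 26688492 and 30762754 in the Met + LPS libraries. The paper's stated depth is 30 M single-end reads per library, and the values given here use TPM. Genes with at least 1 TPM in at least 2 of the 6 libraries (12755 genes) were tested with limma on log2(TPM + 1), with all 6 libraries in a common fit and Benjamini-Hochberg adjustment of the p-values. A log2 fold change on this scale understates the change of genes with few TPM, and the pseudocount, the filter on low values and the scaling of the libraries are the choices that could change the numbers. With 2 libraries against 2, the smallest p-value of a two-sided exact permutation test is 0.333, so the p-values rest on the spread that limma pools across genes. Whether the 2 libraries of a group come from separate mice is not stated, so that this spread may be between cultures only. The first principal component of the tested genes held 85.2% of the variance and separated the untreated libraries from the others, and the second held 10.1% and separated LPS from Met + LPS.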

To establish the baseline response to LPS, we first compared the transcriptome of untreated primary BMDMs with the transcriptome of BMDMs stimulated with LPS for 2 h. LPS treatment altered the expression levels of 1390 genes by at least fourfold with an adjusted p-value of less than 0.01 (Fig. 3a–c, Supplementary Table S1). This stringent fold-change cut-off ensured that only highly LPS-responsive genes would be considered in the downstream analysis. 

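At an absolute log2 fold change of at least 2 and an adjusted p-value under 0.01 in limma, 776 of the 12755 tested genes differed between the LPS and the untreated libraries. Leaving out each of the 4 libraries compared in turn left between 736 and 759 of these genes past the fold-change cut-off. Of the alternatives tried, a log2 fold-change cut-off of 1 moved the number most, to 3556 genes, and a pseudocount of 0.1 gave 1512. The largest increase on the log2(TPM + 1) scale was that of Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889), from 8.64 ± 0.321 TPM (SD, n = 2) in untreated BMDMs to 7136 ± 247 TPM (SD, n = 2) after LPS, a log2 fold change of 9.53 (adjusted p = 4.2e-10 in limma with Benjamini-Hochberg adjustment). It was followed by Il1b, Acod1 (ENSMUSG00000022126, chromosome 14, 103046977 to 103056573), Socs3 and Ccl7 (ENSMUSG00000035373, chromosome 11, 82045712 to 82047525), with log2 fold changes of 9.44, 9.07, 8.77 and 8.70. This order depended on the scale. With voom on recovered reads, added after seeing the data, Adamts4 (11.0), Nos2 (10.4) and Cxcl9 (9.92) were among the genes above Cxcl10 (9.71). The largest decrease was that of Cnr2 (ENSMUSG00000062585, chromosome 4, 135895394 to 135920207), from 43.6 ± 0.931 to 0.252 ± 0.0163 TPM (SD, n = 2 each), a log2 fold change of -5.15 (adjusted p = 2.4e-08 in limma with Benjamini-Hochberg adjustment). Cxcr4 (ENSMUSG00000045382, chromosome 1, 128588199 to 128592293), Lyl1 (ENSMUSG00000034041, chromosome 8, 84701457 to 84704715), the processed pseudogene Gm11699 (ENSMUSG00000083677, chromosome 11, 114932871 to 114933271) and Irf2bp2 (ENSMUSG00000051495, chromosome 8, 126588296 to 126593986) followed, with log2 fold changes of -5.01, -4.91, -4.74 and -4.74. For each of these genes both LPS libraries lay beyond both untreated libraries.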

The majority of these genes (1003) exhibited increased expression; the remainder were downregulated by LPS stimulation. 

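Of the 776 LPS-responsive genes, 474 (61.1%) were higher and 302 were lower in the LPS libraries. The median log2 fold change was 3.03 among the upregulated genes and -2.36 among the downregulated genes. This split depended on the processing. With a pseudocount of 0.1 (697 higher and 815 lower), with voom on recovered reads, which was chosen after seeing the data (718 and 877), and with a log2 fold-change cut-off of 1 (1082 and 2474), downregulated genes outnumbered upregulated genes, and after a rescaling of the libraries the upregulated share was larger. In TPM as deposited, the median tested gene had a log2 fold change of -0.48 between LPS and untreated BMDMs, and after rescaling the libraries by the median ratio over genes it had -0.01. Log2 fold changes between LPS and untreated BMDMs are therefore to be read against a median of -0.48. After the rescaling, 792 genes passed the cut-offs, of which 663 (83.7%) were higher and 129 were lower in the LPS libraries. Voom with the same rescaling gave 949 higher and 429 lower.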

Metformin pretreatment altered the expression of 1251 genes overall by at least 1.6-fold with an adjusted p-value of less than 0.01, compared to BMDMs treated only with LPS (Fig. 3c–e, Supplementary Table S2). 

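At an absolute log2 fold change of at least 0.7 and an adjusted p-value under 0.01 in limma, 1056 genes differed between the Met + LPS and the LPS libraries, of which 534 were higher and 522 lower in Met + LPS. Between 965 and 1002 of them stayed past the fold-change cut-off when each of the 4 libraries compared was left out in turn. A log2 fold-change cut-off of 1 moved the number most, to 455. Gdf15 (ENSMUSG00000038508, chromosome 8, 70629393 to 70632456) rose from 34.7 ± 2.67 to 811 ± 58.7 TPM (SD, n = 2 each), the largest log2 fold change at 4.51 (standard error 0.08, adjusted p = 3.3e-06 in limma with Benjamini-Hochberg adjustment). Gadd45a (ENSMUSG00000036390, chromosome 6, 67035096 to 67037457), Trib3 (ENSMUSG00000032715, chromosome 2, 152337422 to 152344032), Rhov (ENSMUSG00000034226, chromosome 2, 119269201 to 119271272) and Aqp9 (ENSMUSG00000032204, chromosome 9, 71110659 to 71168682) had log2 fold changes of 3.82, 3.47, 2.85 and 2.71. Txnip (ENSMUSG00000038393, chromosome 3, 96557957 to 96561883) fell from 58.5 ± 1.47 to 8.52 ± 1.45 TPM (SD, n = 2 each), a log2 fold change of -2.65 (standard error 0.10, adjusted p = 1.1e-05 in limma with Benjamini-Hochberg adjustment). Fosl2 (ENSMUSG00000029135, chromosome 5, 32135801 to 32157842) and Cnn3 (ENSMUSG00000053931, chromosome 3, 121426497 to 121458207) had log2 fold changes of -2.38 and -2.32. The small nuclear RNA Gm25772 and the small nucleolar RNA Gm25108 also ranked among the 5 largest decreases, but they averaged 1.17 and 1 reads per library and were listed at 0 in both Met + LPS libraries. Of the 1056 genes, 51 averaged under 10 reads per library.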

We chose this less conservative fold-change cut-off as metformin was expected to alter gene expression more subtly than the fundamental transcriptional reorganization elicited by LPS stimulation. 

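The 776 LPS-responsive and the 1056 metformin-sensitive genes had 233 genes in common, which is 22.1% of the metformin-sensitive genes. Another 543 genes were LPS-responsive only, 823 were metformin-sensitive only, and 11156 of the tested genes were neither, an odds ratio of 5.82 (two-sided Fisher's exact test over genes, p = 7.9e-76). Genes are not independent replicates, so this p-value describes the lists. The overlap held between 209 and 231 genes when each library was left out in turn, and an LPS log2 fold-change cut-off of 1 moved it most, to 540 genes.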

Intriguingly, approximately a quarter of the metformin-sensitive genes (314) overlapped with the 1390 LPS-responsive genes (Fig. 3c,e, Supplementary Table S3). Considering that metformin is primarily known for its effects on metabolic pathways, this proportion was unexpectedly high. These numbers are also surprising because they demonstrate that nearly 23% of LPS-responsive genes are sensitive to metformin pretreatment, indicating a substantial impact on the inflammatory response beyond individual genes. 

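Of the LPS-responsive genes, 30.0% (95% Wilson interval over genes, 26.9% to 33.3%) were metformin-sensitive, against 6.87% of the other tested genes. The overlap was also set against 10000 random lists of tested genes that were not LPS-responsive, matched to the LPS-responsive genes on mean expression. These lists held a median of 54 metformin-sensitive genes, with 95% of the lists between 41 and 68 and none above 83 (permutation p = 0.0001, the smallest that 10000 lists can give). The share was moved most by the LPS log2 fold-change cut-off of 1, which gave 15.2%. It was 22.3% with a pseudocount of 0.1.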

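Among the 144 metformin-sensitive genes that LPS had upregulated, 126 were lower in Met + LPS than in LPS (87.5%, 95% Wilson interval over genes 81.1% to 91.9%). Among the 89 metformin-sensitive genes that LPS had downregulated, 84 were higher in Met + LPS (94.4%, 87.5% to 97.6%). For comparison, 391 of the 823 metformin-sensitive genes that were not LPS-responsive were lower in Met + LPS (47.5%, 44.1% to 50.9%). Both comparisons use the LPS libraries, with opposite signs, so that chance deviations of these libraries push the 2 fold changes apart. With LPS library A compared with untreated BMDMs and LPS library B with Met + LPS, by the fold-change cut-offs alone, the shares were 85.4% (129 of 151) and 89.3% (92 of 103), and with the LPS libraries exchanged they were 84.6% (121 of 143) and 90.7% (88 of 97). With LPS library A alone in both comparisons the shares were 86.1% and 96.1%, and with LPS library B alone they were 87.8% and 93.8%.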

The effect of metformin largely antagonized LPS stimulation: transcript levels of 178 out of 212 of metformin-sensitive, LPS-upregulated genes were reduced by metformin pretreatment, whereas transcript levels of 99 out of 102 of metformin-sensitive, LPS-downregulated genes were increased by metformin pretreatment (Fig. 3b,c, Supplementary Fig. S2b). 

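Across the 144 LPS-upregulated, metformin-sensitive genes, the log2 fold changes between Met + LPS and LPS and between LPS and untreated BMDMs had a Spearman's rho of -0.15 (95% bootstrap interval over genes -0.32 to 0.02, permutation p = 0.0754) and a Pearson's r of 0.01 (permutation p = 0.895). Across the 89 LPS-downregulated, metformin-sensitive genes, Spearman's rho was -0.33 (-0.51 to -0.11, permutation p = 0.0016, 0.0032 after Benjamini-Hochberg adjustment over the 2 groups of genes), and Pearson's r was -0.29 (permutation p = 0.0078, adjusted 0.0156). Without selection for metformin sensitivity, rho was -0.04 over all 474 LPS-upregulated genes, -0.31 over all 302 LPS-downregulated genes and -0.26 over all tested genes. Over the 233 genes of both directions together it was -0.64, a value that also holds the opposite directions of the 2 groups. These are correlations across genes, which are not independent replicates. They use signed fold changes. Among the LPS-downregulated genes a negative rho means that genes lowered more by LPS tended to be raised more by metformin. The correlation of magnitudes that the paper describes was not computed. Both fold changes use the LPS libraries, with opposite signs, which pushes rho below 0, whereas the permutation tests against 0. With separate LPS libraries for the 2 comparisons, by the fold-change cut-offs alone, rho was -0.36 and -0.33 for the LPS-downregulated genes. For the LPS-upregulated genes it was -0.16 and -0.17. The outcome for the LPS-upregulated genes depended on the processing and the cut-offs. Over 13 alternatives in processing and cut-offs, some of them chosen after seeing the data, rho lay between -0.25 (a pseudocount of 0.1, adjusted permutation p = 0.0013) and 0.04 (a metformin cut-off of 1, 68 genes, adjusted permutation p = 0.752), and in 7 of the 13 the adjusted p-value was under 0.05. For the LPS-downregulated genes a pseudocount of 0.1 moved rho most, to -0.51, and the adjusted p-value was under 0.05 in 11 of the 13 alternatives, the exceptions being median-ratio scaling (rho -0.26 over 52 genes, adjusted permutation p = 0.12) and a metformin cut-off of 1 (rho -0.20 over 54 genes, adjusted permutation p = 0.308).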

There was only a modest negative correlation between the magnitude of metformin sensitivity and the magnitude of LPS responsiveness, indicating that metformin does not simply affect genes that respond to LPS particularly well or particularly poorly (Supplementary Fig. S2b). Thus, metformin exerts a broad yet selective dampening effect on the acute LPS response.

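The part of the LPS response left after metformin pretreatment was computed per gene as the difference between Met + LPS and untreated BMDMs in percent of the difference between LPS and untreated BMDMs, on the log2(TPM + 1) scale. On this scale a strongly induced gene can lose much of its transcript and still keep a high percentage. Il10 fell from 160.5 TPM in LPS to 66.9 TPM in Met + LPS and kept 74.6%. Nos2 fell from 121 to 45.3 TPM and kept 79.5%. Over all 474 LPS-upregulated genes the median was 87.9% (quartiles 75.9% and 98.5%), and over all 302 LPS-downregulated genes it was 86.4% (67.2% and 99.99%). The 126 LPS-upregulated genes reduced by metformin kept a median of 68.2% (58.7% and 77.0%) of their response, and the 84 LPS-downregulated genes increased by metformin kept 59.3% (41.0% and 66.2%). Of these 84 genes, 2 were above their untreated mean in Met + LPS. After rescaling the libraries by the median ratio over genes, the medians in the same order were 89.6%, 82.4%, 72.3% and 47.7%, and 7 of the 84 genes were above their untreated mean. From the overlap of the 2 sets of genes, the opposite directions of their changes and the modest negative correlation that it reports for the magnitudes, the paper concludes that metformin dampens the acute LPS response broadly yet selectively.

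**Figure D1:**
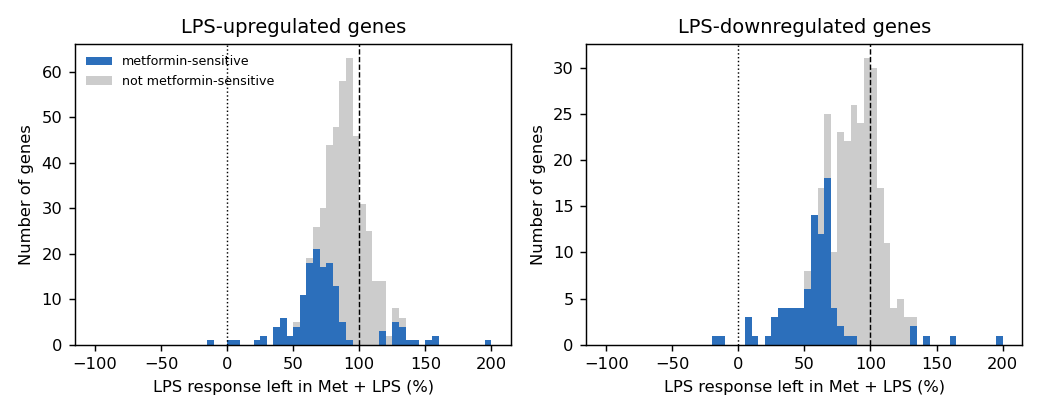
Part of the LPS response left in Met + LPS, in percent of the difference on the log2(TPM + 1) scale (x axis), and number of genes (y axis), for the 474 LPS-upregulated genes (left) and the 302 LPS-downregulated genes (right), with metformin-sensitive genes in blue stacked on the others in grey. The dashed line at 100% marks the full LPS response and the dotted line at 0 the untreated level, values beyond the ends of the axis are drawn at its ends, and most genes lie between 50% and 100%.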

**﻿Figure 3:**
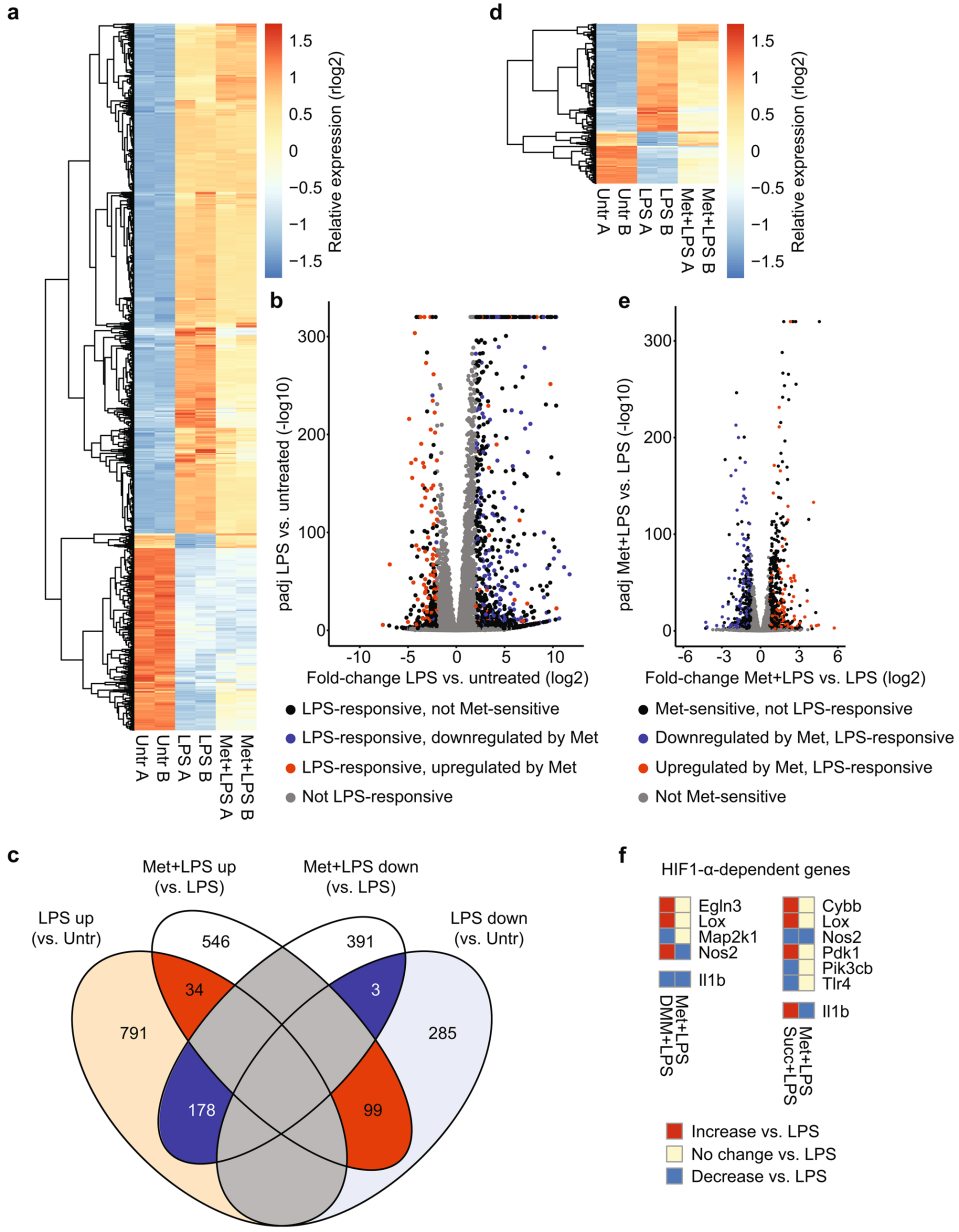
RNA-seq reveals an unexpectedly broad impact of metformin on the acute LPS response. Primary BMDMs were pretreated with 5 mM metformin for 6 h, followed by stimulation with 100 ng/ml LPS for 2 h (Met + LPS). Controls were either left untreated (Untr) or stimulated with 100 ng/ml LPS for 2 h in the absence of metformin pretreatment (LPS). RNA-seq was performed in duplicate for each group. (**a**) Expression heatmap with hierarchical clustering of all LPS-responsive genes. Colors represent regularized, log2-transformed counts (rlog2) after normalization per row. (**b**) Volcano plot of log2-transformed fold-change between LPS-treated BMDMs vs. untreated BMDMs and corresponding adjusted p-values (padj). padj values < 10^–320^ were set to equal 10^–320^. Note negative logarithmic scale on y-axis. Colors indicate LPS responsiveness and metformin sensitivity, as specified. (**c**) Venn diagram of all LPS-responsive and all metformin-sensitive genes with direction of fold-change. (**d**) Expression heatmap with hierarchical clustering of all genes that were both LPS-responsive and metformin-sensitive. Colors represent rlog2 counts after normalization per row. (**e**) Volcano plot of log2-transformed fold-change between metformin- and LPS-treated BMDMs vs. LPS-treated BMDMs and corresponding padj values. padj values < 10^–320^ were set to equal 10^–320^. Note negative logarithmic scale on y-axis. Colors indicate LPS responsiveness and metformin sensitivity, as specified. (**f**) Comparison of the effect of metformin (Met), dimethyl malonate (DMM) and diethyl succinate (Succ) on the LPS response at 2 h (for Met; RNA-seq data from this study) and 48 h (for DMM and Succ; RNA-seq data published by Mills et al*.*^25^). Only genes with a log2-transformed fold-change > 0.7 in the data set of Mills et al*.* were included (regardless of the false-discovery rate). Colors indicate direction of change compared to samples treated only with LPS.

To interrogate further the conclusion that HIF1-α was not involved in the effect on transcript levels exhibited by metformin pretreatment during the acute LPS response, we examined HIF1-α-dependent genes in our RNA-seq data set. Mills et al*.* have demonstrated that enhancing ROS production during prolonged LPS exposure by pretreatment with diethyl succinate alters transcript levels of several HIF1-α target genes^25^. Blocking ROS production by pretreatment with dimethyl malonate generally has the opposite effect, although not necessarily to the same extent. We therefore compared the effect of metformin treatment prior to acute LPS exposure (our RNA-seq data set) to the effect of diethyl succinate and dimethyl malonate during chronic LPS exposure (Mills et al*.*) on transcript levels of HIF1-α-dependent genes^25^. If metformin exerted its effects through inhibition of ROS production and therefore HIF1-α, dimethyl malonate and metformin would be expected to have the same effect on transcript levels (as is the case for *Il1b*), whereas diethyl succinate should have an opposite phenotype. However, most genes altered by pretreatment with dimethyl malonate during chronic LPS stimulation were not affected by metformin pretreatment during acute LPS stimulation. 

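Other than Il1b, the genes that Fig. 3f lists as altered by dimethyl malonate are Egln3, Lox, Map2k1 and Nos2. Egln3 (ENSMUSG00000035105, chromosome 12, 54178981 to 54203860), which encodes a HIF prolyl hydroxylase, was at 1.24 ± 0.0725 TPM in LPS and 1.67 ± 0.462 TPM in Met + LPS (SD, n = 2 each), a log2 fold change of 0.24 (standard error 0.15, adjusted p = 0.232 in limma with Benjamini-Hochberg adjustment). Lox (ENSMUSG00000024529, chromosome 18, 52516069 to 52529867) was at 15.8 ± 0.924 and 20.5 ± 1.17 TPM, a log2 fold change of 0.36 (standard error 0.09, adjusted p = 0.0166 by the same limma test). Map2k1 (ENSMUSG00000004936, chromosome 9, 64185770 to 64253631) was at 182 ± 10.3 and 153 ± 0.732 TPM, a log2 fold change of -0.24 (standard error 0.04, adjusted p = 0.00423 by the same limma test). All 3 changes were smaller than the log2 fold-change cut-off of 0.7, and leaving out each library in turn kept them within 0.07 to 0.42, 0.30 to 0.42 and -0.30 to -0.19.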

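Nos2 (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254), which encodes inducible nitric oxide synthase, was at 0.0773 ± 0.0250 TPM in untreated BMDMs, 121 ± 0.730 TPM in LPS and 45.3 ± 1.17 TPM in Met + LPS (SD, n = 2 each). The log2 fold change between Met + LPS and LPS was -1.40 (standard error 0.05, adjusted p = 1.1e-05 in limma with Benjamini-Hochberg adjustment), and it stayed between -1.42 and -1.37 when each library was left out in turn.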

The sole exception from this was *Nos2*, which was altered in opposite directions by metformin and dimethyl malonate. Similarly, genes whose transcript levels were affected by pretreatment with diethyl succinate were mostly unaffected by metformin pretreatment. 

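The genes of Fig. 3f altered by diethyl succinate other than Nos2 are Cybb, Lox, Pdk1, Pik3cb and Tlr4. Cybb (ENSMUSG00000015340, chromosome X, 9435252 to 9487771) was at 1327 ± 1.37 TPM in LPS and 1211 ± 16.2 TPM in Met + LPS (SD, n = 2 each), a log2 fold change of -0.13 (adjusted p = 0.0137 in limma with Benjamini-Hochberg adjustment). Pdk1 (ENSMUSG00000006494, chromosome 2, 71873224 to 71903858) was at 16.9 ± 0.200 and 11.4 ± 0.302 TPM, a log2 fold change of -0.53 (adjusted p = 2.6e-04 in limma). Pik3cb (ENSMUSG00000032462, chromosome 9, 99036654 to 99140621) rose from 70.6 ± 2.30 to 88.9 ± 2.33 TPM, a log2 fold change of 0.33 (adjusted p = 9.4e-04 in limma). Tlr4 (ENSMUSG00000039005, chromosome 4, 66827584 to 66930284) was at 41.8 ± 1.88 and 34.7 ± 0.155 TPM, a log2 fold change of -0.26 (adjusted p = 0.00349 in limma). None of these changes reached an absolute log2 fold change of 0.7, although those of Pdk1, Pik3cb and Tlr4 had adjusted p-values under 0.01, so that they were small but larger than the spread between the libraries.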

The exception was again *Nos2*, which was downregulated after both diethyl succinate and metformin pretreatment (Fig. 3f). Thus, the results from this RNA-seq analysis corroborate the finding that HIF1-α does not mediate the effect of metformin pretreatment on the acute inflammatory response.

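Of the 8 genes of Fig. 3f other than Il1b, 1 passed both cut-offs for metformin sensitivity, and the largest absolute log2 fold change among the other 7 was 0.53. With the p-values adjusted over all tested genes, 5 of the 8 had an adjusted p-value under 0.01 in limma, and with adjustment over the 8 genes alone 7 had. The number past both cut-offs was 1 under each of the alternatives tried. Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) was at 3.47 ± 1.000 TPM in untreated BMDMs, 3074 ± 188 TPM in LPS and 1829 ± 51.5 TPM in Met + LPS (SD, n = 2 each), a log2 fold change of -0.75 between the last 2 groups (standard error 0.14, adjusted p = 0.00471 in limma with Benjamini-Hochberg adjustment). Leaving out each library in turn gave Il1b a range of -0.81 to -0.69, which lies on both sides of the cut-off of 0.7. Hif1a (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530) was at 119 ± 3.32 TPM in LPS and 115 ± 2.98 TPM in Met + LPS, a log2 fold change of -0.06 (adjusted p = 0.273 by the same limma test). The paper reasons that inhibition of HIF1-α would change these genes the way dimethyl malonate does and opposite to diethyl succinate, and from the genes that were not affected and the direction of Nos2 it concludes that HIF1-α does not mediate the effect of metformin pretreatment.

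**Figure D2:**
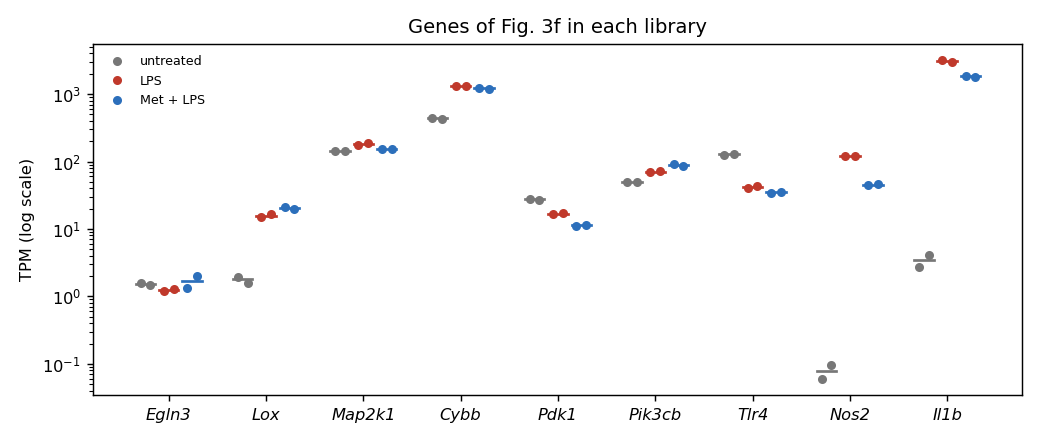
TPM of the genes of Fig. 3f in each library (log scale), with a point per library, a line at the mean of each group of 2 libraries, and untreated BMDMs in grey, LPS in red and Met + LPS in blue. Nos2 and Il1b are lower in both Met + LPS libraries than in both LPS libraries, and the Met + LPS points of Egln3 differ by more than the other groups of that gene.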

### Metformin pretreatment affects inflammatory genes involved in a wide range of pathways, biological functions and diseases

To assess the functional consequences of the transcriptional changes to the acute LPS response elicited by metformin treatment, we performed Ingenuity Pathway Analysis (IPA) to identify canonical pathways, biological functions and diseases involving LPS-responsive, metformin-sensitive genes^73^. As the LPS response predominantly increases transcriptional activity (Fig. 3b,c), we focused our attention on the LPS-responsive genes downregulated after metformin pretreatment. 

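The paper's input for IPA was LPS-responsive genes with a log2 fold change below -0.6 between Met + LPS and LPS and an adjusted p-value under 0.01, plus a minimum on the mean count, which was not used here because the values are TPM. By the fold-change and adjusted p-value cut-offs in limma, 155 LPS-responsive genes qualified, of which 149 were upregulated and 6 downregulated by LPS. Of the alternatives tried, an LPS log2 fold-change cut-off of 1 moved it most, to 330, and voom on recovered reads with median-ratio scaling gave 261, both of which were chosen for this number after seeing the data. Enrichment itself was not recomputed, because the gene sets of IPA were not used here.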

To distinguish between enrichment based on LPS responsiveness and metformin sensitivity, we used only the set of 1390 LPS-responsive genes as background, rather than the entirety of expressed genes.

IPA identified 7 canonical pathways enriched for genes downregulated by metformin; the number of metformin-sensitive genes in these pathways ranged from 4 to 16 (Fig. 4a,b). 

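The 7 pathways of Fig. 4b list 38 different genes in mouse nomenclature, of which 37 were tested. All 37 were lower in both Met + LPS libraries than in both LPS libraries, an arrangement that chance gives to 16.7% of genes, with log2 fold changes from -2.18 (Ccl24) to -0.58 (Col4a1) and a median of -0.91. The authors chose these genes for being reduced in the same libraries, so that this shows no stability. Of the 37 genes, 34 were under the cut-off of -0.6 with an adjusted p-value under 0.01 in limma, 29 were LPS-responsive and 28 were both. The remaining gene, Selp, was at 0.759 ± 0.0633 TPM in LPS (SD, n = 2) and was under the minimum of 1 TPM. Rheumatoid arthritis, with 16 genes tested, was the longest pathway, with a median log2 fold change of -0.85, and the shortest was the inhibition of matrix metalloproteases with 4 genes. Atherosclerosis signaling had 9 tested genes and a median of -0.80.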

Notably, regulation of the transcription factor STAT3 was implicated by two distinct but overlapping gene sets: the STAT3 pathway itself and the pathway describing the role of JAK1 and JAK3 in γc cytokine signaling, which act as regulators of STAT proteins including STAT3. 

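Of the 10 genes of the STAT3 pathway, all were lower in Met + LPS, with a median log2 fold change of -0.83, 9 passed the cut-offs of the pathway input in limma and 5 were LPS-responsive. Flt1, Il2ra, Il4ra, Il17rd and Pdgfrb were not LPS-responsive on the log2(TPM + 1) scale. With voom on recovered reads their log2 fold changes between LPS and untreated BMDMs were 2.25, 5.06, 2.04, 4.29 and 3.54. The genes under -0.6 included Il4ra, with the largest decrease of -1.71 from 175 ± 9.73 to 52.7 ± 0.959 TPM (SD, n = 2 each), whose log2 fold change between LPS and untreated BMDMs was 1.99, just under the cut-off of 2. The pathway of JAK1 and JAK3 had 6 genes with a median of -0.88, all of which passed the cut-offs for the pathway input and 4 of which were LPS-responsive. Stat3 (ENSMUSG00000004040, chromosome 11, 100885098 to 100939540) itself was at 82.6 ± 6.47 TPM in LPS and 48.9 ± 0.920 TPM in Met + LPS, a log2 fold change of -0.74 (standard error 0.06, adjusted p = 1.3e-04 in limma with Benjamini-Hochberg adjustment), and was not LPS-responsive at a log2 fold change of 0.37.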

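The matrix metalloprotease pathway of Fig. 4b comprises Timp1, Mmp14, Mmp25 and Mmp13, and each was LPS-responsive and metformin-sensitive. Timp1 (ENSMUSG00000001131, chromosome X, 20870166 to 20874735), an inhibitor of matrix metalloproteases, fell from 18.9 ± 1.20 to 4.80 ± 1.21 TPM (SD, n = 2 each), a log2 fold change of -1.79 (standard error 0.16, adjusted p = 2.3e-04 in limma with Benjamini-Hochberg adjustment). The membrane-type protease genes Mmp14 (ENSMUSG00000000957, chromosome 14, 54431612 to 54445364) and Mmp25 (ENSMUSG00000023903, chromosome 17, 23628311 to 23645277) and the collagenase gene Mmp13 (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331) had log2 fold changes of -1.73, -1.24 and -0.90. Of the 14 genes of agranulocyte adhesion and diapedesis 13 were tested, all 13 were lower in Met + LPS and LPS-responsive, 12 passed the pathway cut-offs in limma, and the median log2 fold change was -0.99. Ccl24 (ENSMUSG00000004814, chromosome 5, 135569937 to 135573049) had the largest decrease, from 15.9 ± 0.0387 to 2.75 ± 0.426 TPM (SD, n = 2 each).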

Unexpectedly, an effect of metformin on cellular migration was indicated by the enrichment of metformin-downregulated genes in the pathways describing inhibition of matrix metalloproteases (MMPs) and agranulocyte adhesion and diapedesis. This is also consistent with an effect on the canonical STAT3 pathway, as STAT3 has previously been implicated in the migration of macrophages^74,75^.

**Figure 4:**
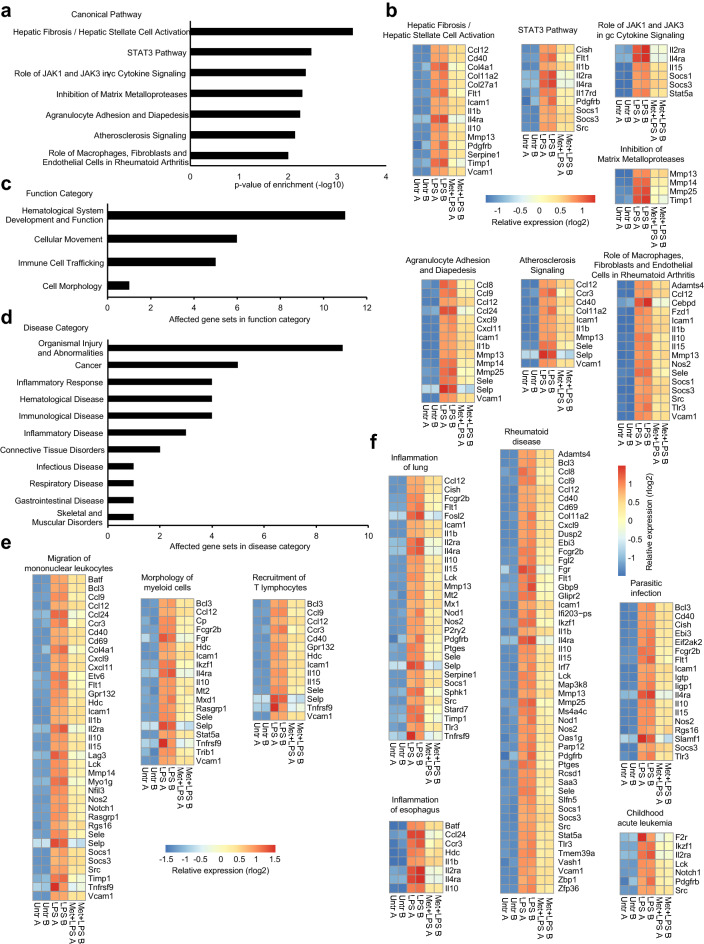
LPS-responsive genes downregulated by metformin are associated with a wide range of pathways, biological functions and diseases. Genes downregulated by metformin were investigated with Ingenuity Pathway Analysis. The set of 1390 LPS-responsive genes served as background against which enrichment was calculated. (**a,b**) Canonical Pathways enriched for metformin-downregulated genes. (**a**) List of affected pathways with the corresponding p-value of enrichment. (**b**) Alphabetical expression heatmaps of metformin-downregulated genes in the respective canonical pathway. Colors represent regularized, log2-transformed counts (rlog2) after normalization per row. (**c,d**) List of (**c**) function and (**d**) disease categories of gene sets enriched for metformin-downregulated genes. Shown is the number of gene sets belonging to each category (enrichment p-value < 10^–3^). Note that several gene sets belong into more than one category. See Supplementary Table S4 for a complete list of gene sets, associated categories and enrichment p-values. (**e,f**) Alphabetical expression heatmaps of metformin-downregulated genes in the respective gene sets. Shown are examples from the (**e**) function and the (**f**) disease categories. The remaining gene sets are shown in Supplementary Fig. S3b. Colors represent rlog2 counts after normalization per row.

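Supplementary Table S4 lists the members of the gene sets, which translate to 98 different mouse genes, of which 96 were tested. All 96 were lower in both Met + LPS libraries than in both LPS libraries (16.7% by chance), with log2 fold changes from -2.38 (Fosl2) to -0.58 (Col4a1) and a median of -0.93, 91 passed the fold-change and adjusted p-value cut-offs of the pathway input in limma, 75 were LPS-responsive and 72 were both. As with the canonical pathways, the members had been selected for their decrease in these libraries.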

IPA for biological functions and diseases identified 29 gene sets enriched for metformin-downregulated genes (Supplementary Fig. S3a). These were partly overlapping, ranged in size from 6 to 60 genes and represented 4 broader functional categories and 11 disease categories (Fig. 4c,d, Supplementary Table S4). The gene sets in the functional categories indicated a substantial effect of metformin on cellular movement and immune-cell trafficking, as well as cell morphology (Fig. 4c,e, Supplementary Fig. S3b). 

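The 6 gene sets that the table assigns to cellular movement hold 54 genes together. Of these, 52 were tested, 38 were LPS-responsive, 48 passed the pathway cut-offs and 36 met both. The median log2 fold change between Met + LPS and LPS was -0.93. The set for the morphology of myeloid cells had 19 genes, of which 18 were tested and 16 passed the pathway cut-offs, with a median of -0.97.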

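The set for migration of mononuclear leukocytes listed 37 genes, of which 36 were tested. Of these 36 genes, 28 were LPS-responsive, 34 passed the pathway cut-offs in limma and 27 met both, with log2 fold changes from -2.18 (Ccl24) to -0.58 (Col4a1). The sets for cell movement of mononuclear leukocytes and for homing of cells were the largest of this kind, with 42 and 38 genes.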

For instance, 6 distinct but overlapping gene sets were associated with cellular movement, including a gene set involved in the migration of mononuclear leukocytes. Most of these gene sets were also associated with immune-cell trafficking.

The 11 categories of disease-associated gene sets included a broad range of inflammatory and (auto-)immune-related pathologies, including inflammation of lung and esophagus, rheumatoid disease, and parasitic infection. 

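For inflammation of the lung, 29 of 30 listed genes were tested, 26 passed the pathway cut-offs in limma, 22 were LPS-responsive and the median log2 fold change between Met + LPS and LPS was -0.96. The 8 genes for inflammation of the esophagus had a median of -0.95, all 8 passed the pathway cut-offs, and 5 were LPS-responsive. For rheumatic disease, 59 of 60 genes were tested, 56 passed the pathway cut-offs and 48 were LPS-responsive, with a median of -0.94. For parasitic infection, all 17 tested genes of 18 listed passed, 13 were LPS-responsive and the median was -0.81.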

Several overlapping gene sets associated with cancer and hematological disease, all pertaining to leukemia, were also enriched for metformin-downregulated genes (Fig. 4d,f, Supplementary Fig. S3b). These results are not surprising, because all genes included in this analysis were LPS-responsive; but they underscore the far-reaching effects of the anti-inflammatory properties of metformin in vivo.

## Discussion

Hundreds of millions of patients worldwide suffer from T2DM, and the drug most commonly prescribed to treat them is metformin. Gaining comprehensive insight into metformin’s multiple mechanisms of action is therefore of considerable importance, as it may enable us to improve upon the efficacy of the drug and further expand our understanding of T2DM pathogenesis. To our knowledge, this is the first study specifically investigating the effect of metformin on the acute LPS response.

As has previously been shown for the chronic LPS response, *Il1b* transcript levels were reduced by metformin treatment preceding acute LPS stimulation of primary macrophages, as well as two macrophage-like cell lines^24^. The underlying mechanism, however, was fundamentally different. While the importance of IL-10 and ROS/HIF1-α has been established for the effect of metformin on *Il1b* transcript levels during chronic stimulation, involvement of neither could be detected in the metformin-mediated reduction of *Il1b* at 2 h of LPS exposure^24–26^. Instead, activation of AMPK, which is dispensable for the inhibition of *Il1b* by metformin during the chronic LPS response, was required for this effect at 2 h of LPS stimulation. Knockdown of *Prkaa1*, the only catalytic AMPK subunit expressed in macrophages, reversed the effect of metformin treatment on expression of both *Il1b* and *Il10*^69–72^. Similarly, blocking AMPK activation with dorsomorphin abrogated the effect of metformin on *Il1b*, as well as *Ifnb1* and *Tnf*. Kim et al*.* have previously reported similar results for *Tnf* and *Il6* with 4 h of LPS stimulation^48^. Dorsomorphin is considered a highly selective inhibitor of AMPK activation and is commonly used to antagonize AMPK activation by metformin^46^. Nonetheless, it should be noted that inhibitory effects on bone morphogenetic protein (BMP) signaling have also been reported, along with other AMPK-independent properties^76–80^.

There is no clear consensus on the physiological concentrations of metformin circulating in T2DM patients receiving the drug, and even less is known about the extent to which it accumulates in tissues^81–83^. Nonetheless, the metformin concentrations that are commonly used for in vitro studies, including the present work, likely are higher than the concentrations found in vivo^24,39,48,84^. However, it is important to note that metformin is a metabolic drug, and the level of sensitivity to its effects depends to a large extent on the metabolic state of the exposed cell^84,85^. Nutrients are available in excess to cells in vitro but not in vivo, which offers a compelling explanation for the discrepancy in the effective dose of metformin in patients and in cell culture.

On the transcriptome level, our results demonstrate that metformin exerts a broad yet selective effect on the acute LPS response, as the transcript levels of over 20% of LPS-responsive genes were significantly altered. Metformin largely antagonized the effects of LPS: the vast majority of metformin-sensitive genes exhibited expression changes in the opposite direction of the LPS response. As LPS is an extremely potent pro-inflammatory stimulus, this observation is consistent with previous reports of anti-inflammatory properties of metformin^24,39,48,86^. We extend these findings by showing the full breadth of metformin-sensitive genes during the acute LPS response. 

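Il10 (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) was at 4.34 ± 0.256 TPM in untreated BMDMs, 160.5 ± 5.87 TPM in LPS and 66.9 ± 1.33 TPM in Met + LPS (SD, n = 2 each), a log2 fold change of -1.25 between the last 2 groups (standard error 0.05, adjusted p = 1.6e-05 in limma with Benjamini-Hochberg adjustment). Socs1 (ENSMUSG00000038037, chromosome 16, 10782240 to 10785536), which encodes a suppressor of cytokine signaling, was at 1.32 ± 0.373, 95.4 ± 10.3 and 53.9 ± 1.80 TPM, a log2 fold change of -0.81 (standard error 0.12, adjusted p = 0.00194 in limma). It ranged from -0.919 to -0.699 when each library was left out in turn, the latter just short of 0.7. Socs3 (ENSMUSG00000053113, chromosome 11, 117966079 to 117970047) was at 2.94 ± 0.340, 1714 ± 108 and 1093 ± 42.2 TPM, a log2 fold change of -0.65 (standard error 0.07, adjusted p = 5.4e-04 in limma), which was past the pathway cut-off of -0.6 and short of the 0.7 used for metformin-sensitive genes, with a range of -0.71 to -0.58 over the fits that each left out a library.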

Intriguingly, several LPS-responsive anti-inflammatory genes were also downregulated by metformin pretreatment, most notably *Il10*, *Socs1* and *Socs3*. This reveals that the effects of metformin on the LPS response are multifaceted and more complex than previously thought.

The downregulation of LPS-induced genes by metformin was predicted to affect a range of canonical signaling pathways. The pathway with the highest enrichment of metformin-downregulated genes was associated with hepatic fibrosis or hepatic stellate cell activation. This may be of clinical interest, considering that T2DM patients are at higher risk of hepatic fibrosis^87^. 

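The hepatic fibrosis pathway of Fig. 4b has 15 genes, all of which were tested and lower in Met + LPS than in LPS, with a median log2 fold change of -0.81. By the cut-offs in limma, 12 passed the pathway input, 11 were LPS-responsive and 10 were both. The largest decrease was that of Timp1. Col4a1, Flt1, Il4ra and Pdgfrb were not LPS-responsive by the log2 fold-change cut-off of 2 on the log2(TPM + 1) scale. With voom on recovered reads, chosen after seeing the data, their log2 fold changes were 2.31, 2.25, 2.04 and 3.54, all past that cut-off.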

The enrichment of metformin-downregulated genes in the STAT3 pathway and the pathway describing the role of JAK1 and JAK3 in γc cytokine signaling implicate STAT3 as a direct or indirect target of metformin action. This is consistent with previous reports that AMPK activation by metformin reduces phosphorylation of STAT3 Y705, and thus STAT3 activation, in other cell types^34,88,89^. Interestingly, STAT3 is involved in the expression of pro-inflammatory genes, but also acts as an important mediator of the anti-inflammatory properties of IL-10^90–92^. Additionally, STAT3 has been implicated in the migration of macrophages, which further supports the unexpected finding that metformin treatment affected a gene set associated with agranulocyte adhesion and diapedesis^74,75^. The enrichment of metformin-downregulated genes in the pathway characterizing the inhibition of MMPs is also in agreement with an effect on cellular migration. It is therefore not surprising that gene sets functionally associated with cellular movement and immune-cell trafficking were metformin-sensitive as well, including the gene sets involved in the migration of mononuclear leukocytes and the recruitment of T lymphocytes. This convergence of evidence that metformin may inhibit macrophage migration and lymphocyte recruitment presents a novel aspect of metformin action and warrants further studies.

As all the genes investigated with IPA had been pre-selected to be LPS-responsive, it was expected that inflammatory and (auto-)immune-related diseases would feature prominently among the results. Indeed, gene sets associated with inflammation of lung and esophagus, rheumatoid disease, parasitic infection and various forms of leukemia all were enriched for metformin-downregulated genes, as were the canonical pathways describing atherosclerosis signaling and the role of macrophages, fibroblasts and endothelial cells in rheumatoid arthritis. This reflects the impressive breadth of metformin’s potential effects on inflammatory processes in vivo.

Together, these findings reveal that the effect of metformin on the inflammatory response is more complex than previously thought and indeed relies on different mechanisms at different stages. Given the immense public-health relevance of metformin, comprehensively defining the distinct pathways through which this widely used drug exerts its physiological effects remains a priority.

## Methods

### Isolation of BMDMs from mice and cell culture

Wildtype C57BL/6 mice were purchased from The Jackson Laboratory and housed in a facility accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International at Columbia University, in accordance with protocols approved by the Columbia University Institutional Animal Care and Use Committee. Animals were euthanized by CO_2_ asphyxiation with subsequent cervical dislocation to ensure death prior to isolation of BMDMs. For BMDM isolation, the femur and tibia of hindlegs from wildtype mice were resected and crushed using a mortar and pestle. Erythrocytes were lysed using Red Blood Cell Lysis Buffer (Millipore Sigma). Cell suspensions were filtered repeatedly through 70-μm nylon cell strainers (Corning). Bone marrow cells were seeded on untreated plates to allow selection of macrophages. To differentiate monocytes into macrophages, bone-marrow-derived cells were seeded in Dulbecco’s Modified Eagle Medium (DMEM; Gibco) supplemented with 10% fetal bovine serum (FBS; Invitrogen and Atlanta Biologicals), 100 U/ml penicillin, 100 μg/ml streptomycin (both Gibco) and 20% medium previously conditioned for one week with L929 cells. Macrophages were harvested after 6 days of incubation at 37 °C with 5% atmospheric CO_2_. J774 and RAW 264.7 cells were cultured at 37 °C with 5% atmospheric CO_2_ in DMEM supplemented with 10% FBS, 100 U/ml penicillin and 100 μg/ml streptomycin.

### RNA isolation

Total RNA was isolated using TRIzol reagent (Life Technologies) or the RNeasy Plus Mini Kit (QIAGEN) following the manufacturer’s protocol.

### Reverse transcription-quantitative polymerase chain reaction (RT-qPCR)

cDNA was synthesized with SuperScript III Reverse Transcriptase (Invitrogen), essentially following the manufacturer’s instructions and using up to 1 μg total RNA with oligo(dT)_12–18_ primer (Invitrogen). qPCR was then performed with PerfeCTa SYBR Green FastMix (QuantaBio) in accordance with the manufacturer’s instructions, using a Bio-Rad CFX96 or CFX384 Real-Time PCR Detection System (Bio-Rad). Relative cDNA levels were calculated with the ΔΔC_t_ method using *Tubb5* or *Rplp0* as the reference gene^93^. Results were normalized against samples treated only with LPS. To determine the statistical significance of any differences observed between groups, the two-tailed one-sample t-test was used when comparing to reference samples treated only with LPS; the two-tailed unpaired t-test was used for comparisons between other groups. Primer sequences are listed in Supplementary Table ﻿S5, and are largely based on a study by Ramirez-Carrozzi et al*.*^94^.

### Western blot

Cells were seeded at a concentration of 8.0 × 10^5^ cells/ml and treated and/or stimulated as indicated. Cells were washed in phosphate-buffered saline (Gibco) and lysed in Triton lysis buffer (20 mM Tris–HCl, pH 8.0, 150 mM NaCl, 1% Triton-X, 0.5 mM PMSF, 1 mM Na_3_VO_4_). Protein concentrations were quantified with the Micro BCA Protein Assay Kit (Thermo Scientific). Equivalent amounts of total protein were separated by SDS-PAGE and transferred to an Immobilon-P PVDF membrane (Millipore Sigma). Membranes were blocked for 30 min in 5% non-fat dry milk dissolved in Tris-buffered saline with 0.05% Tween 20 (TBS-t; Millipore Sigma), followed by incubation with primary antibody overnight at 4 °C. The following antibodies were used in this study: rabbit anti-phospho-AMPKα (Thr172) (diluted 1:1000; Cell Signaling Technology); rabbit anti-AMPKα (1:1000; Cell Signaling Technology); mouse anti-β-tubulin (1:1000; Millipore Sigma); mouse anti-β-actin (1:5000; Novus Biologicals); rabbit anti-IκB-α (Santa Cruz Biotechnology); and rabbit anti-HIF1-α (1:200; Novus Biologicals). Blots were washed in TBS-t, incubated with horseradish peroxidase-conjugated donkey anti-rabbit IgG or donkey anti-mouse IgG antibody (1:10,000; Cell Signaling Technology) for 30 min, and washed again with TBS-t. Immunoreactive bands were then visualized by chemiluminescence (SuperSignal West Pico Substrate, Thermo Scientific) according to the manufacturer’s instructions.

### Luciferase assays

For HIF1-α luciferase assays, RAW 264.7 cells were seeded at a concentration of 2.0 × 10^5^ cells/ml and transfected with 1 µg pGL2-HRE-Luc (a gift from Navdeep Chandel; Addgene plasmid #26731) using 5 µg PEI Max (Polysciences) per ml^95^. Beginning 24 h after transfection, cells were treated with 5 mM metformin or an equivalent volume of PBS for 6 h prior to stimulation with 100 ng/ml LPS for up to 24 h. Treatments were staggered to permit simultaneous harvest of all samples. Cells were washed in PBS and incubated overnight or longer at -80 °C in 300 μl of Passive Lysis Buffer (Promega). Luciferase activity in each lysate was then assessed using the Dual-Luciferase Reporter Assay System (Promega) as per the manufacturer’s protocol. For NF-κB luciferase assays, RAW 264.7 cells containing the stably integrated pBIIx-Luc NF-κB reporter plasmid were seeded in duplicate at a concentration of 8.0 × 10^5^ cells/ml and pretreated with 1 mM metformin for up to 24 h prior to stimulation with 100 ng/ml LPS for 2 h. Treatments were staggered to permit simultaneous harvest of all samples. Cells were washed in PBS and incubated overnight at -80 °C in 500 μl of Passive Lysis Buffer (Promega). Luciferase activity in each lysate was then assessed using the Dual-Luciferase Reporter Assay System (Promega) as per the manufacturer’s protocol. Results were normalized against untreated samples.

### siRNA knockdown

For knockdown of *Prkaa1*, 1.0 × 10^5^ RAW 264.7 cells were seeded on 24-well plates and transfected with 50 pmol siRNA (Santa Cruz Biotechnology) using 6 µl Lipofectamine 2000 in Opti-MEM (Thermo Fisher Scientific). Medium was removed and cells were incubated directly in transfection mix for 6 h, which was then replaced with fresh growth medium. Twenty-four hours after transfection, cells were pretreated with 5 mM metformin or an equivalent volume of PBS for 6 h prior to stimulation with 100 ng/ml LPS for 2 h. These transfection conditions are based on the knockdown reported by Kim et al*.*^48^.

### RNA sequencing and analysis

Primary BMDMs were seeded in duplicate at a concentration of 8.0 × 10^5^ cells/ml and pretreated with 5 mM metformin for 6 h prior to stimulation with 100 ng/ml LPS for 2 h (Millipore Sigma). RNA was isolated as described above. Quantity and quality of RNA samples were measured by Bioanalyzer (Molecular Pathology core at Herbert Irving Comprehensive Cancer Center, Columbia University). Library construction and sequencing were performed by the JP Sulzberger Columbia Genome Center (Columbia University). Poly-A pull-down was used to enrich mRNAs from total RNA samples and libraries were prepared by using the Illumina TruSeq RNA prep kit. Libraries were then sequenced using an Illumina HiSeq2000 device. All samples were sequenced with 30 million single-end reads. Raw sequencing reads were aligned to the *Mus musculus* genome GRCm38, annotation release 94, using STAR v2.6.1d^96^. SAM files were converted to BAM files and indexed using Samtools v1.9^97^. Quality control was performed using QoRTs v1.3.6 and IGV v2.4.10^98–100^. Aligned reads were counted using the featureCounts setting of the Subread v1.6.3 package^101^. Differentially expressed genes were identified using the DESeq2 v1.22 package in the R environment (v3.4 and higher)^102–104^. Genes were considered differentially expressed when they exhibited a log2-transformed fold-change of at least 2 (LPS vs. untreated) or 0.7 (Metformin + LPS vs. LPS) and an adjusted p-value of less than 0.01. R scripts utilized for statistical analysis and visualization are available from the authors upon request. The RNA-seq data have been deposited in the Gene Expression Omnibus database (accession number GSE131348).

### Ingenuity pathway analysis

Analysis of gene enrichment was performed using IPA (QIAGEN)^73^. For the 1390 genes identified as LPS-responsive, the log2-transformed fold-change, baseMean values and adjusted p-values from the DESeq2 comparison of Metformin + LPS- vs. LPS-treated BMDMs were uploaded to IPA. Enrichment analysis was performed by comparing genes downregulated (log2-transformed fold-change <  − 0.6, padj < 0.01, baseMean > 6.34) by metformin to the background of all 1390 LPS-responsive genes. IPA identified enrichment of metformin-downregulated genes in the gene sets that compose the canonical pathways, biological functions and diseases in Ingenuity’s Knowledge Base library by calculating the ratio of the number of metformin-downregulated genes that mapped to the gene set divided by the total number of considered genes that mapped to the gene set. Fisher’s exact test was then used to calculate the p-value for the enrichment.

## ﻿Supplementary Information

Supplementary Figures.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

## Data Availability

The RNA-seq dataset produced in this study is available at the Gene Expression Omnibus (GEO) repository under accession number GSE131348 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131348).

How the deposited data were processed for this re-analysis (not part of the article)

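RNA-seq libraries of primary mouse BMDMs were analysed in 3 groups of 2, which were untreated, given LPS (100 ng/ml) for 2 h, or given metformin (5 mM) for 6 h and then the same LPS stimulation. The letters A and B of the replicates come from the sample labels, and the paper's text does not say whether libraries with the same letter come from the same mice. It states that the BMDMs were seeded in duplicate, and not whether A and B of a group come from separate mice. The p-values may therefore measure the spread between cultures rather than between mice or experiments. The RT-qPCR, protein and inhibitor experiments of the paper were not analysed here.

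The authors deposited the values as TPM for 54532 genes, without pooling replicates. They had aligned single-end reads of poly-A RNA to GRCm38 with STAR and counted reads per gene with featureCounts. The authors tested their counts with DESeq2, which was not used here because the values are TPM. How the counts were turned into TPM is not stated in the paper's text. The TPM values of each library sum to the same total, so that the totals do not show differences in depth. Differences in the total amount of RNA per cell are not visible in the values. Gene positions, symbols and biotypes are those of the files. Exon lengths, GC content and exon sequences came from the GENCODE annotation of the same genome build, which matched 54495 of the genes by identifier.

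Genes with at least 1 TPM in at least 2 of the 6 libraries (12755 genes) were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with lmFit and eBayes with a mean-variance trend, all 6 libraries in a common fit, no covariate, and Benjamini-Hochberg adjustment over the tested genes. This left 3 residual degrees of freedom. The paper's cut-offs were used, an absolute log2 fold change of at least 2 for LPS vs. untreated and 0.7 for Met + LPS vs. LPS, and an adjusted p-value under 0.01. Its minimum on the mean count for the pathway analysis was not used here. Tables and permutation tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9.

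Depth was recovered from the TPM values. The product of a TPM value and the exon length of its gene was a whole multiple of a step common to the library for 96.8% to 97.0% of the values above 0, and the multiples were taken as reads. Their sums gave 25457016 to 30762754 reads per library. These reads served for an added test, limma voom on 12750 genes, which was chosen after seeing the data, and to tell which genes rest on few reads. A gene without reads can lie anywhere up to the level of 3 reads. Such limits cover counting error only, since the reads carry no molecular identifiers.

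The test was checked on simulated reads for 12750 genes at the depths of the 6 libraries, of which 200 were changed by known folds in Met + LPS. On the TPM values made from them, limma recovered 165 of the 200 (82.5%) with 3 false calls and none in the wrong direction. The fit with the replicate letter as a block recovered 150 (75%) with 3 false calls, and voom recovered 190 (95%) with 0 false calls.

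The overlap of the 2 sets of genes was tested with Fisher's exact test and with 10000 random lists matched on mean expression. These were drawn, for each LPS-responsive gene, from the 100 genes nearest in expression among the tested genes that were not LPS-responsive. Intervals of shares are 95% Wilson intervals over genes, and those of correlations come from 2000 bootstrap draws of genes. The genes named in the text are, by a rule set before the data were examined, those the paper names beside its RNA-seq data and in its canonical pathways, the 5 largest increases and the 5 largest decreases in each comparison among genes past the cut-offs whose libraries did not overlap, and the members of 7 lists of genes written beforehand. Human symbols in the pathway lists were translated to mouse symbols.

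The alternatives were a pseudocount of 0.1, no filter, a minimum of 5 TPM, rescaling by the median ratio over genes, a fit of the compared groups only, the replicate letter as a block, eBayes without a trend, an adjusted p-value cut-off of 0.05, non-overlapping libraries in place of a p-value, log2 fold-change cut-offs of 1, separate LPS libraries for the 2 comparisons, and leaving out each library in turn. How many reads of a gene are its own was judged from the share of its 31-mers found in no other gene. Genes near-identical to others, such as Rplp0 with 57.2% of its 31-mers its own, are uncertain because the authors' counting could have split their reads. The IPA enrichment was not repeated.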

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

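The hypothesis on each list of genes was set before the data were examined, and the comparison of interferon-stimulated genes with other LPS-upregulated genes was chosen after their fall and before its own result was seen, while the tests of scaling, depth, GC content and gene length, and shared reads were chosen only after the results were seen. Each list was compared with 10000 random lists of the same size matched on mean expression, and the p-values were adjusted over the 7 lists with the Benjamini-Hochberg method. Rescaling moves a list and its random lists alike and is small here (0.014 on the log2 scale between LPS and Met + LPS), so that the medians after rescaling show only the size of that shift. These 4 lists stood apart from the random lists in genes that the paper does not discuss.

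The median log2 fold change between Met + LPS and LPS of targets of the transcription factor ATF4, which mark the integrated stress response, was 1.53 over the 22 tested of 24 genes, and 95% of the random lists had medians between -0.20 and 0.15 (adjusted permutation p = 0.00023). Of the 22 genes, 20 were higher in Met + LPS, 19 of them with non-overlapping libraries (16.7% of genes by chance), and 18 passed the cut-offs upward. Ddit4 passed them downward, at -0.87. The median was 1.55 after rescaling by the median ratio and 1.45 between LPS library A and Met + LPS library A, which are nearly equal in depth. Against random lists also matched on GC content and exon length p was 0.0001, the smallest that the lists can give, and over the 20 members with at least 95% of their 31-mers in no other gene the median was 1.35. The technical explanations tested leave the shift in place, and no sequencing batch is given in the labels or the paper. A candidate explanation is activation of the integrated stress response by metformin before or during LPS stimulation. Without a group that received metformin alone, it cannot be said whether LPS is needed for it.

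Targets of SREBP2, the genes of sterol biosynthesis, had a median log2 fold change of -1.12 over 20 tested genes (95% of the random lists between -0.19 and 0.14, adjusted permutation p = 0.00023). Of the 20 genes, 19 were lower with non-overlapping libraries (16.7% by chance) and passed the cut-offs, and Insig1, at 0.07, was the exception. The median was -1.11 after rescaling and -1.11 between the libraries of nearly equal depth, p was 0.0001 with GC content and exon length matched, and the median was -0.92 over the 14 members with few shared 31-mers. None of the 20 genes was LPS-responsive. Lower activity of SREBP2 in metformin-treated BMDMs may account for the shift. As for ATF4, this is a hypothesis, and AMPK was not measured in these libraries.

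Targets of TFEB, genes of lysosomes and autophagy, had a median of 0.41 over 19 genes (95% of the random lists between -0.24 and 0.13, adjusted permutation p = 0.00023), with 17 genes higher and 5 past the cut-offs upward, the largest being Fnip1 at 1.52. The median was 0.42 after rescaling, 0.40 between the libraries of nearly equal depth and 0.66 over the 11 members with few shared 31-mers, and p was 0.0001 with GC content and exon length matched. Because LPS had lowered these genes (median log2 fold change -0.88 between LPS and untreated BMDMs, against -0.48 for the median tested gene), a rise after metformin could be part of the general opposition of metformin to LPS, and whether it exceeds that opposition was not tested.

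Interferon-stimulated genes had been expected to be higher because the paper reports more Ifnb1 after metformin. They were lower instead, with a median of -0.34 over 22 genes (95% of the random lists between -0.21 and 0.12, adjusted permutation p = 0.00157). Of these genes, 17 were lower and 5 higher, all with non-overlapping libraries (33.3% of genes by chance), and 1, Usp18, passed the cut-offs at -0.78. The median was -0.33 after rescaling, -0.31 between the libraries of nearly equal depth and -0.34 over the 15 members with few shared 31-mers, and p was 0.0002 with GC content and exon length matched. Of the 22 genes, 18 were LPS-responsive. Set against random lists of LPS-upregulated genes matched on the LPS fold change, their median of -0.36 lay within the range of -0.70 to -0.12 (permutation p = 0.523). The fall was therefore of the size seen in LPS-upregulated genes in general, whose median was -0.40. Those genes include further members of the same gene families, such as Gbp3 and Ifit3b. The comparison is thus partly between interferon-stimulated genes, and it cannot exclude a separate effect on interferon signaling.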

How the results depend on the processing

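All alternatives but the fits of voom, a limma method that weights genes by their recovered reads, and some uses of the fold-change cut-offs of 1 were set before the data were examined. Voom was added after seeing them, and so were the LPS cut-off of 1 for the directions, the correlations and the pathway input and the metformin cut-off of 1 for all but the number of metformin-sensitive genes. The test of genes with few reads was chosen only after the result was seen.

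The direction in which metformin moved the LPS-responsive genes held under each alternative. The share of LPS-upregulated, metformin-sensitive genes that were reduced was 87.5% and between 83.4% and 88.1% under the alternatives that used all libraries, and that of LPS-downregulated genes that were increased was 94.4% and between 84.8% and 96.3%. Leaving out each library in turn gave 85.7% to 88.9% and 93.8% to 95.2%. Of the 8 genes of Fig. 3f other than Il1b, 1 passed the cut-offs under each alternative.

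The numbers of genes depended more on the processing. The 776 LPS-responsive genes became 1512 with a pseudocount of 0.1, 1595 with voom, 1378 with voom and median-ratio scaling, and 3556 with a log2 fold-change cut-off of 1. The 1056 metformin-sensitive genes became 1256 with a pseudocount of 0.1, 1414 with voom, 1417 with voom and median-ratio scaling, and 455 with a cut-off of 1. The overlap of 233 genes became 405 with voom, 367 with voom and median-ratio scaling, and 540 with an LPS cut-off of 1, and it fell to 122 with a metformin cut-off of 1. The share of LPS-responsive genes that were metformin-sensitive, 30.0%, was 22.3% with a pseudocount of 0.1, 26.8% without a filter, 25.4% and 26.6% with voom without and with median-ratio scaling, 15.2% with an LPS cut-off of 1 and 15.7% with a metformin cut-off of 1. The 155 genes under the pathway cut-off became 247 and 261 with voom without and with median-ratio scaling, and 330 with an LPS cut-off of 1. Downregulated genes outnumbered upregulated genes among the LPS-responsive genes with a pseudocount of 0.1 (815 and 697), with voom (877 and 718) and with an LPS cut-off of 1 (2474 and 1082), against 302 and 474. With median-ratio scaling (129 and 663) and with voom and that scaling (429 and 949) the upregulated genes were more numerous. The rho of the LPS-downregulated genes, -0.33, was -0.51 with a pseudocount of 0.1 and -0.20 with a metformin cut-off of 1. That of the LPS-upregulated genes, -0.15, was -0.25 with a pseudocount of 0.1, -0.21 without a trend and -0.20 without a filter (adjusted permutation p = 0.0013, 0.0182 and 0.0243, with a range of 0.0013 to 0.752 over 13 alternatives), and with a metformin cut-off of 1 it had the opposite sign, at 0.038 over 68 genes, so that whether it differs from 0 depended on these choices. The cause of these changes was not tested. Leaving out each library in turn gave 736 to 776 LPS-responsive genes, 965 to 1056 metformin-sensitive genes, an overlap of 209 to 231, a share of 27.2% to 30.7%, a rho of -0.18 to -0.11 and -0.35 to -0.31, and 143 to 153 genes under the pathway cut-off. In these fits the calls were made by fold change alone, among the genes called with all libraries.

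Median-ratio scaling reversed the direction of LPS vs. untreated for 57 of the 216 tested genes named by the rule or held in the lists, all of them with log2 fold changes between -0.52 and -0.03 in TPM as deposited and most of them members of the lists, such as Atf4, Phgdh, Ldha and Gapdh. Of the genes that are not only members of the lists, 4 were among them. The scaling raises log2 fold changes between LPS and untreated BMDMs by up to about 0.53. Reversals in this range therefore follow from the shift and tell nothing about single genes. Under the scaling and under voom with the same scaling, Egln3 had 0.13 and 0.23 (-0.18 in TPM as deposited), Tubb5 0.012 and 0.012 (-0.51), Rplp0 0.19 and 0.19 (-0.33) and Gdf15 0.35 and 0.36 (-0.17). Between Met + LPS and LPS, Ndufa10 was at 0.013 and 0.013 and Ndufs8 at 0.0023 and 0.0021 in place of values just under 0. For the other named genes, scaling made 3 calls between Met + LPS and LPS weaker, and a pseudocount of 0.1 made 11 weaker, in both cases with the direction kept. With voom 18 became stronger and 3 weaker. Leaving out a library moved 182 of the fold changes of named genes between Met + LPS and LPS by more than their standard error and 682 by less.

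Whether the letters pair the libraries was checked by the correlation of the deviations from the group means. It was -0.004 between untreated and LPS, 0.006 between LPS and Met + LPS and 0.028 between untreated and Met + LPS libraries over the 12755 genes, and 0.115, 0.058 and 0.068 over the 5336 genes above 20 TPM, so that the letters showed little or no pairing. With the replicate letter as a block, 777 genes were LPS-responsive, 1044 metformin-sensitive and 234 both (30.1%), with 126 of 144 reduced and 84 of 90 increased, rhos of -0.12 and -0.34, and 156 genes under the pathway cut-off.

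Depth limits the metformin-sensitive genes with few reads. Of the 51 that averaged under 10 reads per library, voom also called 8 (15.7%), against 999 of the other 1005 (99.4%). Sampling noise of few reads may explain most of these 51 calls.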

Differences from the paper's values

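The number of LPS-responsive genes was 776, and the paper's is 1390. Of the alternatives set before the data were examined, a pseudocount of 0.1 came within 1.5 times the paper's number, with 1512. Median-ratio scaling, no filter, a minimum of 5 TPM, the compared groups only, the replicate block, eBayes without a trend, an adjusted p-value cut-off of 0.05, non-overlapping libraries in place of a p-value and a log2 fold-change cut-off of 1 did not. Voom on the recovered reads, chosen after seeing the values, gave 1595, and 1378 with median-ratio scaling.

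The number of LPS-upregulated genes was 474, and the paper's is 1003. Among the alternatives set before the data were examined, a pseudocount of 0.1, with 697, and a log2 fold-change cut-off of 1, with 1082, came within 1.5 times of it, and the others did not, median-ratio scaling giving 663. Voom with median-ratio scaling, chosen after seeing the values, gave 949, and voom without it 718.

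The log2 fold changes between LPS and untreated BMDMs were in general lower than those in Supplementary Table S3, with a median difference of -0.63 over the 306 tested genes of that table. Among the genes the paper names, Il1b had 9.44 and the paper's value is 10.34, Il10 had 4.92 and the paper's value is 5.742, Tnf had 6.93 and the paper's value is 7.504, and Socs1 had 5.38 and the paper's value is 6.702. Neither a pseudocount of 0.1 (9.78, 5.18, 6.97 and 6.09 in the same order) nor median-ratio scaling (9.88, 5.37, 7.44 and 5.73) nor the replicate block brought them to within the standard error of the paper's values, although Tnf came close with scaling. Voom, chosen after seeing the values, gave 9.83, 5.21, 6.99 and 6.19, and voom with median-ratio scaling gave 10.34, 5.72, 7.50 and 6.69, all 4 within the standard error of the paper's values. Nos2 and Ifnb1 had 6.82 and 7.15, and the paper's values are 11.16 and 10.37. Both had at most 3 reads in each untreated library, so that their fold changes depend on the pseudocount. With the untreated level set at 3 reads their log2 fold changes were 10.37 and 8.26, below the paper's values. Nos2 had 2 and 3 reads in the untreated libraries and Ifnb1 had 2 and 0. Their true untreated level can therefore lie above 3 reads, and these values are not lower bounds.

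The paper lists Socs3 among the anti-inflammatory genes downregulated by metformin. Its log2 fold change was -0.65, lower in both Met + LPS libraries, and short of the cut-off of 0.7 used for metformin-sensitive genes. It reached that cut-off without LPS library A, at -0.71, and under none of the pseudocount of 0.1, median-ratio scaling, the replicate block and voom. The paper describes the genes of Fig. 3f other than Nos2 and Il1b as mostly unaffected by metformin. None of these 7 genes reached the cut-off of 0.7, and Map2k1 (-0.24), Pdk1 (-0.53), Pik3cb (0.33) and Tlr4 (-0.26) had adjusted p-values under 0.01 in limma.

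Of the 314 genes of Supplementary Table S3, 306 were tested, all 306 changed in the table's direction in both comparisons, and 199 passed all cut-offs here. With voom, chosen after seeing the values, 272 passed. Another 34 genes passed here and are not in the table.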

Other observations

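The tests of the LPS libraries shared by the 2 comparisons, of composition as a source of the opposition, of the other lists of genes, and of the return toward the untreated level were set before the data were examined, and the tests of the median shift and of the mitochondrial genes were chosen only after the result was seen.

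The paper measured Ifnb1, Tnf and Il6 by RT-qPCR, and silenced Prkaa1 in a cell line, which were not analysed here. In these libraries Ifnb1 (ENSMUSG00000048806, chromosome 4, 88522025 to 88522774) was at 165 ± 24.3 and 712 ± 37.2 TPM in LPS and Met + LPS (SD, n = 2 each), a log2 fold change of 2.11, and in untreated BMDMs it was listed at 0.35 TPM in library A and at 0 in library B. Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) was at 3917 ± 4.75 and 8069 ± 203.2 TPM, a log2 fold change of 1.04, and Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) was at 177 ± 6.84 and 199 ± 12.8 TPM, a log2 fold change of 0.17 (adjusted p = 0.0889 in limma). The genes of the catalytic subunits of AMPK, Prkaa1 (ENSMUSG00000050697, chromosome 15, 5143861 to 5181899) and Prkaa2 (ENSMUSG00000028518, chromosome 4, 105029874 to 105109890), were at 29.9 ± 1.02 and 24.4 ± 0.368 TPM and at 1.22 ± 0.273 and 2.30 ± 0.317 TPM, with log2 fold changes of -0.28 and 0.57 (adjusted p = 0.00268 and 0.0170 in limma).

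Metformin opposed LPS in 87.5% and 94.4% of the LPS-upregulated and LPS-downregulated genes that it changed. Noise of the LPS libraries that both comparisons share could raise these shares. With separate LPS libraries the lowest of the 4 shares was 84.6%, and the share of LPS-downregulated genes dropped from 96.1% to 89.3% when LPS library A was used in only the LPS comparison and library B in the metformin comparison. The shares stayed far from the 47.5% reduced among the metformin-sensitive genes that were not LPS-responsive, so that noise of shared libraries does not by itself produce the opposition, while the part of the shares that it adds cannot be told apart from the effect of metformin. A deviation common to both LPS libraries would not show in this test. Composition of the TPM values was examined with median-ratio scaling. Its factors for LPS and Met + LPS differ by 0.014 on the log2 scale, against a cut-off of 0.7, so that a difference in composition of this size could not set the direction of the changes, and the 87.1% of LPS-upregulated genes that were reduced under the scaling are no separate evidence.

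The median tested gene had a log2 fold change of -0.48 after LPS. The 474 LPS-upregulated genes took 1.04% of the TPM in untreated BMDMs, 17.3% in LPS and 16.6% in Met + LPS. This rise alone shifts the TPM of the other genes by -0.26 on the log2 scale, which may account for part of the shift. The rest is not covered by this rise, and since the total amount of RNA per cell was not measured, how the shift divides between composition and RNA content cannot be told.

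Whether the rise of LPS-downregulated genes after metformin is a return toward the untreated level was tested by their position relative to untreated BMDMs. Of the 84 genes, 2 were above their untreated mean in Met + LPS, and 7 after rescaling by the median ratio. The fold-change cut-offs make a rise past the untreated level rare whatever the cause, so that these counts cannot decide it.

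Of the lists written beforehand, targets of HIF1-α (24 genes, median log2 fold change -0.02 between Met + LPS and LPS, adjusted permutation p = 0.92) and nuclear-encoded subunits of complex I (36 genes, median -0.14, adjusted permutation p = 0.154) did not stand apart from random lists of matched expression, although 3 HIF1-α targets passed the cut-offs, among them Pfkfb3 at -1.90 and Vegfa at 1.68. Of the 36 complex I genes, 29 were lower in Met + LPS. A list of 13 mitochondrially encoded genes could not be judged, since 7 of them were tested (adjusted permutation p = 0.154).

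Several mitochondrially encoded genes were listed near 0 in all libraries. The 6 genes under 1 TPM had a median of 0.79% of their 31-mers in no other gene and the 7 others 86.5%, which is consistent with reads shared with copies of mitochondrial sequence elsewhere in the annotation having been left uncounted. The gene mt-Atp8 is an exception, since 92.5% of its 31-mers were its own.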
